A study of Homo sapiens with 4 samples. Its data were reported in "LncRNA SNHG1 regulates neuroblastoma cell fate via interactions with HDAC1/2" (2022).

How the data were processed

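ATAC-seq was performed on SK-N-BE(2)C cells, an established MYCN-amplified neuroblastoma cell line. In ATAC-seq the Tn5 transposase cuts open chromatin and inserts sequencing adapters there, so that regions of accessible chromatin collect many short fragments. The 4 samples fall into a control group with 2 replicates, which received a non-targeting guide RNA, and an sgSNHG1 group with 2 replicates. The sgSNHG1 cells had received Cas9 and a pair of guide RNAs against the SNHG1 locus, and clones were grown from single sorted cells. The study calls the control a clone as well, and does not state which sgSNHG1 clone was used for ATAC-seq.

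The authors trimmed adapters with cutadapt, aligned read pairs to GRCh38 with BWA, and marked duplicates with Picard. They removed duplicate, multiply mapped, improperly paired and mitochondrial reads and reads in blacklisted regions, and moved read ends to the centre of the transposase cut with deepTools. Replicates of a group were combined, and peaks were called on each combination with MACS2 in paired-end mode with all remaining fragments kept. Tool versions, the genome size and the significance threshold given to MACS2 were not stated. The analysis therefore rests on 2 deposited peak lists, 1 per group. No value per replicate was used here, so that no comparison has a replicate spread and no test between the conditions was made. Filtering out duplicates lowers the height of the deepest peaks, and combining replicates hides peaks that rest on a single library. No input library is described for MACS2, so that the local background of a peak came from the same fragments as the peak.

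In both deposited lists each peak has a position, a score, a fold enrichment at its summit, a -log10 p, a -log10 q and a summit. The score deposited by the authors is the -log10 q times 10, cut to a whole number and capped. The fold enrichment deposited by the authors is a ratio of the fragment pileup at the summit to the local background of the same list, each with a pseudocount. The -log10 p and -log10 q values deposited by the authors come from a Poisson model of that pileup. The smallest -log10 q was 2.00 in the control list and 2.01 in the sgSNHG1 list. Fold enrichment is the authors' own value per peak and relative to its own list, so that ratios between the lists only describe these 2 pooled samples.

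The whole-number pileup at each summit and its local background were solved from the fold enrichment and the -log10 p. A solution within 0.001 of the deposited -log10 p existed for 47609 of 47610 control peaks and for 42682 of 42682 sgSNHG1 peaks. On simulated peaks the procedure returned the true pileup for 100% of 20000. The smallest local background was 2.20 fragments in the control list and 1.72 in the sgSNHG1 list, and it is taken as the genome-wide background. The scaled pileup is the pileup divided by this background. With an assumed genome size of 2.7e+09 bp and the smallest peak width as the mean fragment length, these backgrounds correspond to 50.0 M control and 50.5 M sgSNHG1 fragments (M, mega). Depth was therefore close to equal, under an assumption that the files do not state.

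Peaks were called shared when they overlapped a peak of the other list by at least 1 bp, and mutual best overlaps gave pairs with each peak used once. Shares have 95% Wilson intervals, differences of shares have Newcombe intervals, and medians have intervals from 2000 bootstrap draws. All of these cover counting error only. Standard errors of single log2 ratios come from the pileups by Poisson counting. Overlap counting was tested on a simulated list that kept a seeded 70.1% of the control peaks and returned 70.1%. Genes came from GENCODE version 44 on GRCh38, on chromosomes 1 to 22 and X, the sequences that hold all peaks. A promoter peak overlapped the 3 kb on either side of the transcription start site (TSS) of a gene, and other peaks were assigned to exons, introns or intergenic sequence in that order. The value of a gene was the highest fold enrichment among its promoter peaks.

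Gene lists were compared with 10000 random lists of protein-coding genes of the same size, matched in 10 bins on the mean log2 fold enrichment of both lists. The core regulatory circuitry (CRC) list holds genes that the study names, of which 5 have a value. Some of the items examined are not reported here. The adrenergic (ADRN) list of 20 and the mesenchymal (MES) list of 26 transcription factors were written from general knowledge. Among 200 simulated lists of 20 unchanged genes, 5.5% fell outside the central 95% of random lists, and 99.5% of 200 such lists shifted by -0.5 fell below it. For lists of 14 genes these shares were 3.5% and 99.5%, and for lists of 5 genes, the size of the CRC list, 6.5% and 73%. Consensus sequences were counted within 100 bp of summits on both strands and, for comparison, at positions 10 kb away. Peak numbers and median log2 ratios were computed per chromosome and per 10 Mb window, and windows with at least 20 pairs are reported. Boundaries of shifted segments were set by a single least-squares change point per chromosome with at least 20 pairs on each side, which on 200 simulated chromosomes lay within 5 pairs of the true one in 99.5%.

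The named genes were fixed before the data were examined: SNHG1, the CRC genes, the differentiation markers NR2F1, NEFH and YAP1, the histone deacetylases HDAC1 and HDAC2, and the reference genes GAPDH, HPRT1 and ACTB. The named peaks were the 5 control-only and the 5 sgSNHG1-only peaks with the highest fold enrichment, and the 5 pairs with the largest log2 ratio in each direction among pairs with a -log10 q of at least 10 in both lists. Also fixed then were the comparisons and these alternatives: stricter thresholds on -log10 q (5 and 10) or on fold enrichment (4), merging of peaks within 500 bp, overlap of 50% of both peaks or summits within 200 bp, equal numbers of top peaks, promoters of 1 kb, protein-coding genes alone, sums over the gene body with 10 kb on either side, the scaled pileup, centring on the median gene, and motif windows of 50 bp. Leaving out the 3 shifted segments or single CRC genes, using the TSS of any transcript, the scaled pileup by chromosome and window, and the scaled pileup and 1 kb promoters of named genes other than SNHG1 and the CRC genes were alternatives chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used.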

Results

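Chromatin accessibility was measured by ATAC-seq in the neuroblastoma line SK-N-BE(2)C, in cells that carried a non-targeting guide (control) or guides against SNHG1 (sgSNHG1). SNHG1 is a long non-coding RNA gene that hosts small nucleolar RNAs. Each group had 2 replicates, which the authors combined before calling peaks, so that every value comes from 1 pooled list per group and has no replicate spread. The control list held 47610 peaks and the sgSNHG1 list 42682. The median pileup at the summit, which is the depth behind a fold enrichment, was 24 fragments (quartiles 17 and 37) in control and 20 fragments (quartiles 15 and 30) in sgSNHG1.

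The target locus was examined first. SNHG1 (ENSG00000255717.9) lies on the minus strand of chromosome 11 at 62851978 to 62855953 (GRCh38). Guide 1 (CAGATGTCCCTTCAAGTTCC) matched 62851872 to 62851891 on the plus strand, next to the PAM AGG. Its target lay in no annotated gene, 87 bp beyond the 3′ end of SNHG1. Guide 2 (CTGAACTTGCGGCGCGAAAA) matched 62856047 to 62856066 on the plus strand, also next to AGG. The middle of its target lay 103 bp from the SNHG1 TSS on the side away from SNHG1. The target was within the 5′ UTR (62856004 to 62856269) in an exon (62856004 to 62856381) of SLC3A2, a gene of the opposite strand. The peak nearest the SNHG1 TSS covered the guide 2 target in both lists. It spanned 62855827 to 62856251 with a fold enrichment of 5.71 and a pileup of 36 in control, and 62855965 to 62856134 with a fold enrichment of 6.04 and a pileup of 27 in sgSNHG1. The log2 ratio of fold enrichment was 0.08 with a counting standard error of 0.37, and that of the scaled pileup was -0.06, so that a difference was not detectable at this depth. The summit lay at 62856062 in control and at 62856003 in sgSNHG1. Guide 1 was 3936 bp from the nearest control peak and 4074 bp from the nearest sgSNHG1 peak.

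**Figure D1:**
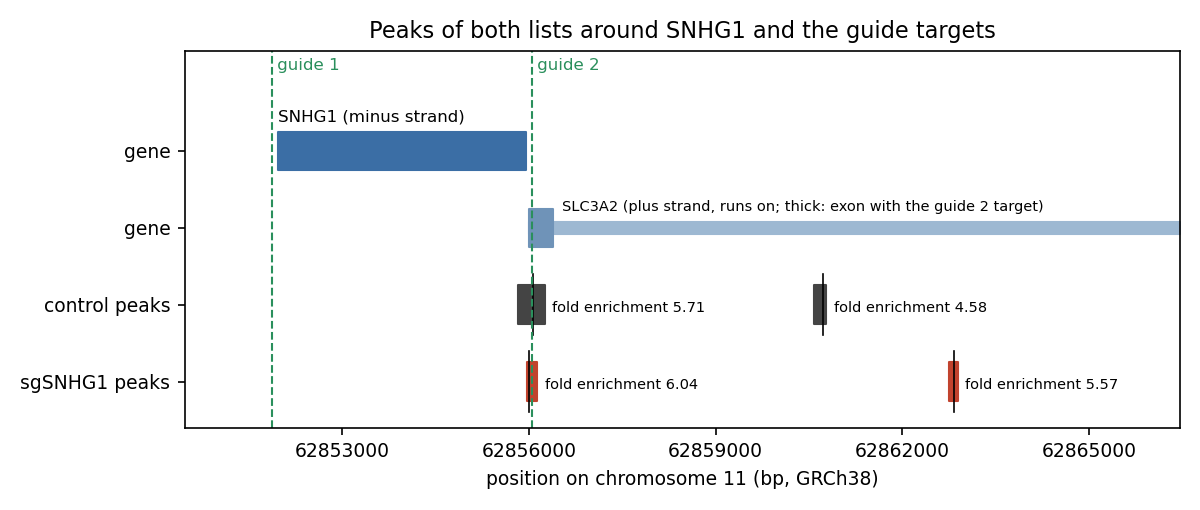
Map of chromosome 11 (position in bp, GRCh38) with SNHG1, the start of SLC3A2, the guide targets (dashed lines) and the peaks of both lists with their summits (black ticks) and fold enrichment. The peak over the guide 2 target was present in both lists, with fold enrichments of 5.71 in control and 6.04 in sgSNHG1.

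Whether depletion of SNHG1 changed the extent of open chromatin was addressed by peak numbers and covered length. The sgSNHG1 list held 4928 fewer peaks than the control list, a ratio of 0.896. Peaks covered 19.5 Mb in control and 13.1 Mb in sgSNHG1, a ratio of 0.670. The median width was 332 bp in control (quartiles 205 and 542 bp) and 238 bp in sgSNHG1 (quartiles 147 and 404 bp). The median fold enrichment was 5.53 in control and 5.54 in sgSNHG1. The smallest peak width, which MACS2 sets to the mean fragment length, was 119 bp in control and 92 bp in sgSNHG1, and the smallest gap between peaks was 120 bp and 93 bp. The sgSNHG1 fragments were thus shorter on average, and the libraries were not matched in this respect. Peak numbers moved most with a -log10 q of at least 10, which left 24040 control and 18603 sgSNHG1 peaks.

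Of the control peaks, 31752 or 66.7% (95% Wilson interval 66.3 to 67.1) overlapped an sgSNHG1 peak. Of the sgSNHG1 peaks, 33383 or 78.2% (77.8 to 78.6) overlapped a control peak. The lists left 15858 control-only and 9299 sgSNHG1-only peaks, and the Jaccard index of covered bases was 0.485. Peaks found in a single list were weaker. Their median -log10 q was 5.36 for control-only and 4.74 for sgSNHG1-only peaks, against 14.9 for shared control peaks and 10.7 for shared sgSNHG1 peaks. An overlap of at least 50% of both peaks moved these shares most, to 48.2% of control and 53.8% of sgSNHG1 peaks. The overlap between replicates of a group is unknown, so that these shares cannot be set against replicate variation.

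Accessibility at common sites was compared in 31663 pairs of peaks. The median log2 ratio of fold enrichment (sgSNHG1 over control) was -0.05 (95% bootstrap interval -0.05 to -0.04, quartiles -0.27 and 0.17), and 55.6% of pairs were lower in sgSNHG1. The median log2 ratio of the scaled pileup was -0.01. Its spread over pairs (robust SD 0.41) was close to the median counting error of a pair (0.40). Width differed far more, with a median log2 ratio of -0.42 and a median difference of -105 bp, and 79.8% of pairs were narrower in sgSNHG1. The Kolmogorov-Smirnov distance between the fold enrichments of paired peaks was 0.0563, and 0.0503 between all peaks. Pearson's r of log2 fold enrichment across pairs was 0.783; peaks are not independent replicates, and no p-value is given. Among 15717 pairs with a -log10 q of at least 10 in both lists, 8 fell and 4 rose by a log2 ratio of at least 1 in size.

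Promoter overlap differed between classes of peak. Within 3 kb of a TSS lay 41.7% (41.2 to 42.3) of shared control peaks, 22.7% (22.1 to 23.4) of control-only peaks and 18.5% (17.8 to 19.3) of sgSNHG1-only peaks, while these windows hold 10.1% of the genome. Intergenic sequence held 17.97%, 24.4% and 29.1% of the same classes, and introns 31.8%, 44.8% and 46.4%. Of all peaks, 35.4% of the control list and 37.6% of the sgSNHG1 list were at promoters. The largest move came from counting protein-coding genes alone, which gave 32.5% for shared, 13.7% for control-only and 9.71% for sgSNHG1-only peaks and kept the order.

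Whether chromatin closed at the CRC genes of MYCN-amplified neuroblastoma was examined at the promoters of TBX2, GATA3, HAND2, ISL1 and MYCN. These 5 genes had a median log2 ratio of fold enrichment of -0.14, and 4 of the 5 were lower. This median lay at percentile 36.3 of random lists matched on fold enrichment, so that it did not stand apart from other promoters, whose median was -0.07 over 11340 genes. The scaled pileup gave another position: a median of -0.44, with 5 of 5 genes lower, at percentile 1.67. The median is the value of GATA3, which compares different sites in the lists; without GATA3 it was -0.47 with 4 of 4 lower, at percentile 1.56.

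The MYCN promoter peak (chromosome 2, 15939500 to 15943010 in control) had a fold enrichment of 4.30 in control and 3.89 in sgSNHG1, a log2 ratio of -0.14 with a counting error of 0.04 from pileups of 3507 and 2068. Its scaled pileup had a log2 ratio of -0.40. The ISL1 peak (chromosome 5, 51382914 to 51383650) went from 9.20 to 7.45, a log2 ratio of -0.30 with an error of 0.31. For TBX2 (chromosome 17, 61399557 to 61400012) the ratio was -0.18 with an error of 0.35. HAND2 (chromosome 4, 173530108 to 173530373) had fold enrichments of 6.28 and 6.25 and a log2 ratio of -0.01 with an error of 0.36, but a scaled pileup ratio of -0.55. It lies in a stretch of chromosome 4 where pileup and background were lower throughout in sgSNHG1. At GATA3 the highest peaks were different sites, 8047665 to 8047930 in control and 8045192 to 8045296 in sgSNHG1 on chromosome 10. Their fold enrichment ratio was 0.04 with an error of 0.42, and their scaled pileup ratio was -0.44, a change of direction. Of these ratios of fold enrichment, that of MYCN alone lay more than 2 counting errors from 0. Counting error does not cover the spread between promoters, whose ratios had a median of -0.07 and an SD of 0.29 over genes. Against that spread the MYCN ratio did not stand apart. Summed over the gene body with 10 kb on either side, fold enrichment was higher for MYCN (0.30) and GATA3 (0.84). Such sums also grow with the number of peaks called. The amplified region around MYCN held 202 peaks in sgSNHG1 against 155 in control. The sum was lower for HAND2 (-0.43), ISL1 (-0.40) and TBX2 (-0.31). The list median of these sums was -0.10 at percentile 46.6, from 6 genes with a sum.

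**Figure D2:**
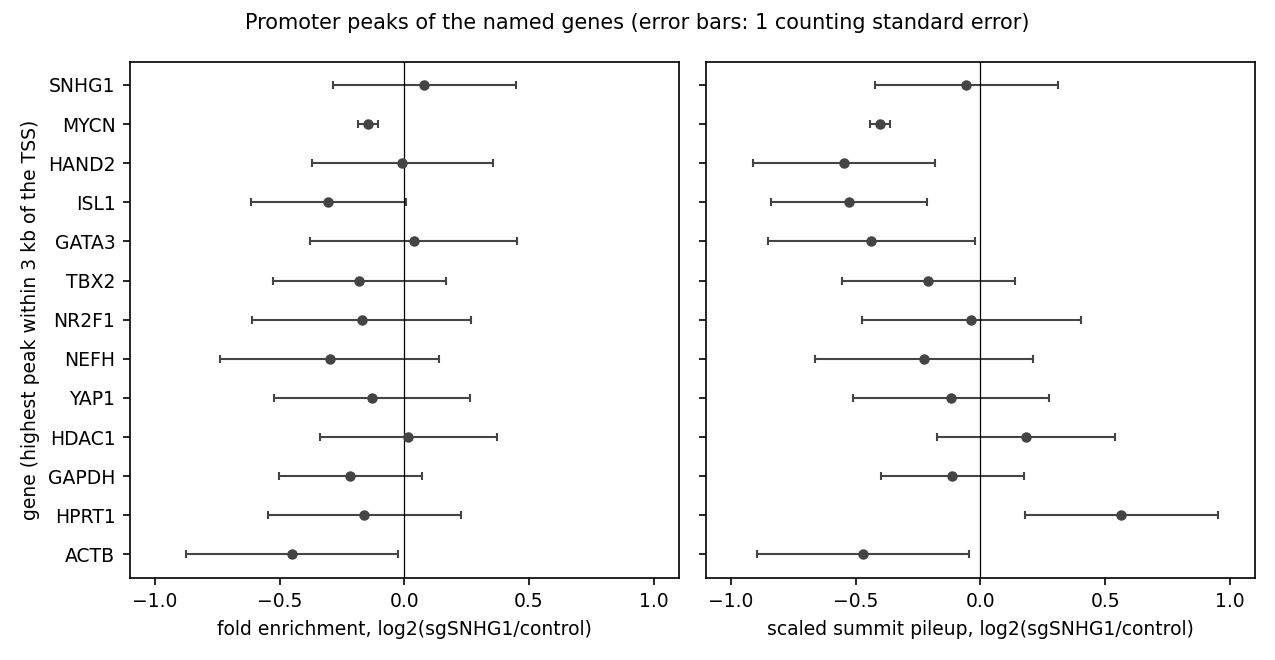
Log2 ratios (sgSNHG1 over control) of fold enrichment (left) and of scaled summit pileup (right) for the highest peak within 3 kb of the TSS of each named gene, with error bars of 1 counting standard error. For fold enrichment MYCN (-0.14 with an error of 0.04) lies more than 2 errors below 0, but within the spread of promoters (median -0.07, SD 0.29 over genes). ACTB is shown at the most upstream TSS of its gene record.

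The ADRN and MES lists address whether cells moved between these states of neuroblastoma. Of the 20 ADRN genes, 14 had a promoter peak in both lists, with a median log2 ratio of -0.18 and 11 lower, at percentile 21.0. Of the 26 MES genes, 14 had one, with a median of -0.13 and 10 lower, at percentile 39.4. Neither list stood apart from matched promoters in this measure. The ADRN list lay lower among random lists with promoters of 1 kb (median -0.24, percentile 9.6) and with the scaled pileup (-0.22, percentile 5.2). The MES list lay at percentile 45.3 with promoters of 1 kb and at 37.2 with sums over gene bodies. The ADRN list thus had the lower percentile in each measure. These measures share genes and peaks, and the lists were not tested against each other. The ADRN list moved most when fold enrichment was summed over gene bodies, to a median of -0.31 at percentile 2.37. Such sums follow the number of peaks called, but the random lists use the same sums and share its genome-wide fall. Genes of the shifted segments, HAND2 among them, were not left out of these sums. The MES list moved most with the scaled pileup, to -0.03 at percentile 46.5. Among the differentiation markers, log2 ratios of fold enrichment were -0.17 for NR2F1 (error 0.44, with different highest peaks in the lists), -0.30 for NEFH (error 0.44) and -0.13 for YAP1 (error 0.39). HDAC1 had a ratio of 0.02 (error 0.36), and HDAC2 had no peak within 3 kb of the TSS of its gene record in either list. The reference genes had ratios of -0.22 for GAPDH (error 0.29), -0.16 for HPRT1 (error 0.39) and -0.45 for ACTB (error 0.43). The gene records of HDAC2 and ACTB start upstream of most of their transcripts. With the TSS of any transcript, chosen after seeing the data, HDAC2 had fold enrichments of 10.3 and 8.27 and a log2 ratio of -0.31, and that of ACTB was -0.0082. The same choice gave 0.44 for GATA3. The scaled pileup ratio of HPRT1 was 0.57, the opposite direction, in a stretch of the X chromosome where pileup was higher throughout in sgSNHG1. Over 19962 protein-coding genes, 1233 had a promoter peak in control alone and 367 in sgSNHG1 alone.

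Consensus sequences of transcription factors associated with either state were counted near summits. AP-1 (TGASTCA) was found in 4.28% (3.97 to 4.60) of control-only, 7.65% (7.12 to 8.20) of sgSNHG1-only and 4.91% (4.67 to 5.15) of shared peaks, against 3.39%, 3.495% and 3.14% at positions 10 kb away. The difference between sgSNHG1-only and control-only peaks was 3.37 percentage points (Newcombe interval 2.75 to 4.01). It moved most within 50 bp of summits, to 2.04 percentage points. TEAD (ACATTCC), also linked to the MES state, differed by 0.255 percentage points (-0.132 to 0.661), which is within counting error, and stood below its share at shifted positions in all 3 classes. The GATA and E-box sequences were assigned here to the ADRN state, although E-boxes are not specific to it. They were also more frequent in sgSNHG1-only than in control-only peaks. The difference was 4.92 percentage points for GATA (28.6% to 33.6%), 6.85 for any E-box (69.9% to 76.7%), 5.34 for CATCTG and 5.29 for CAGCTG. GATA matches did not exceed their share at shifted positions, which was 32.5% for control-only and 33.7% for sgSNHG1-only peaks. CTCF differed by 0.156 percentage points (-0.323 to 0.651). Within 50 bp of summits the CTCF difference was 0.465 (0.057 to 0.892), beyond counting error. It was within counting error at a -log10 q of at least 5 (0.506, -0.275 to 1.336) and farther than 3 kb from a TSS (-0.068, -0.615 to 0.497). The GC content of the window had a median of 51.7% in control-only and 48.3% in sgSNHG1-only peaks.

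**Figure D3:**
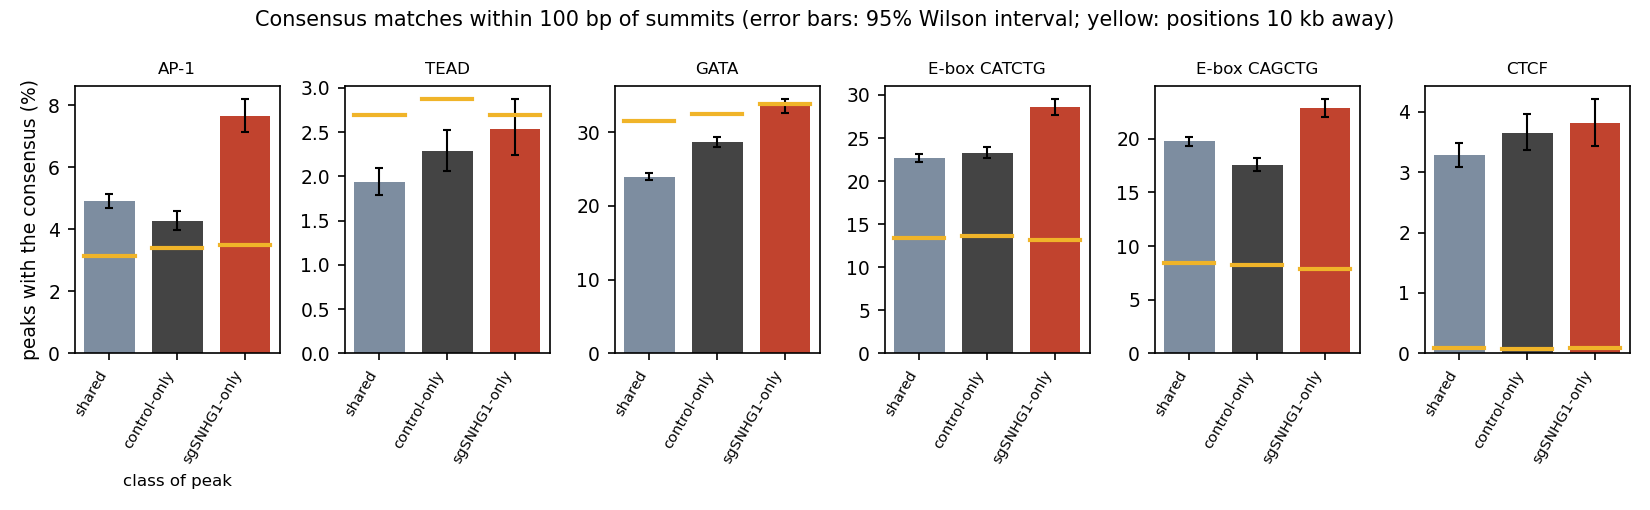
Share of peaks (%) with a consensus match within 100 bp of the summit for shared, control-only and sgSNHG1-only peaks, with 95% Wilson intervals as error bars and the share at positions 10 kb away as yellow lines; the panels have separate vertical scales. AP-1 was found in 7.65% of sgSNHG1-only and 4.28% of control-only peaks.

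Because the cells were grown from single cells of an aneuploid line, peaks were also counted along the genome. The genome-wide log2 ratio of peak numbers was -0.16. Chromosome 4 went from 2341 to 1403 peaks, a log2 ratio of -0.74, and its pairs had a median log2 ratio of fold enrichment of -0.20. Chromosome 9 went from 1951 to 1597 peaks (-0.29), with -0.08 for fold enrichment. The X chromosome went from 899 to 955 peaks (0.09), with -0.06 for fold enrichment; at a -log10 q of at least 5 its ratio of peak numbers was -0.04. Of 292 windows of 10 Mb, 20 had a ratio of peak numbers more than 0.5 from the genome-wide one. Of these, 17 lay below it, 13 on chromosome 4, 3 on chromosome 9 and 1 on chromosome 18, and 3 lay above it, all on the X chromosome. No window passed the same limit for median fold enrichment, which ranged from -0.39 to 0.12. The scaled pileup, chosen after seeing the data, moved the median of chromosome 4 most, to -0.54.

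**Figure D4:**
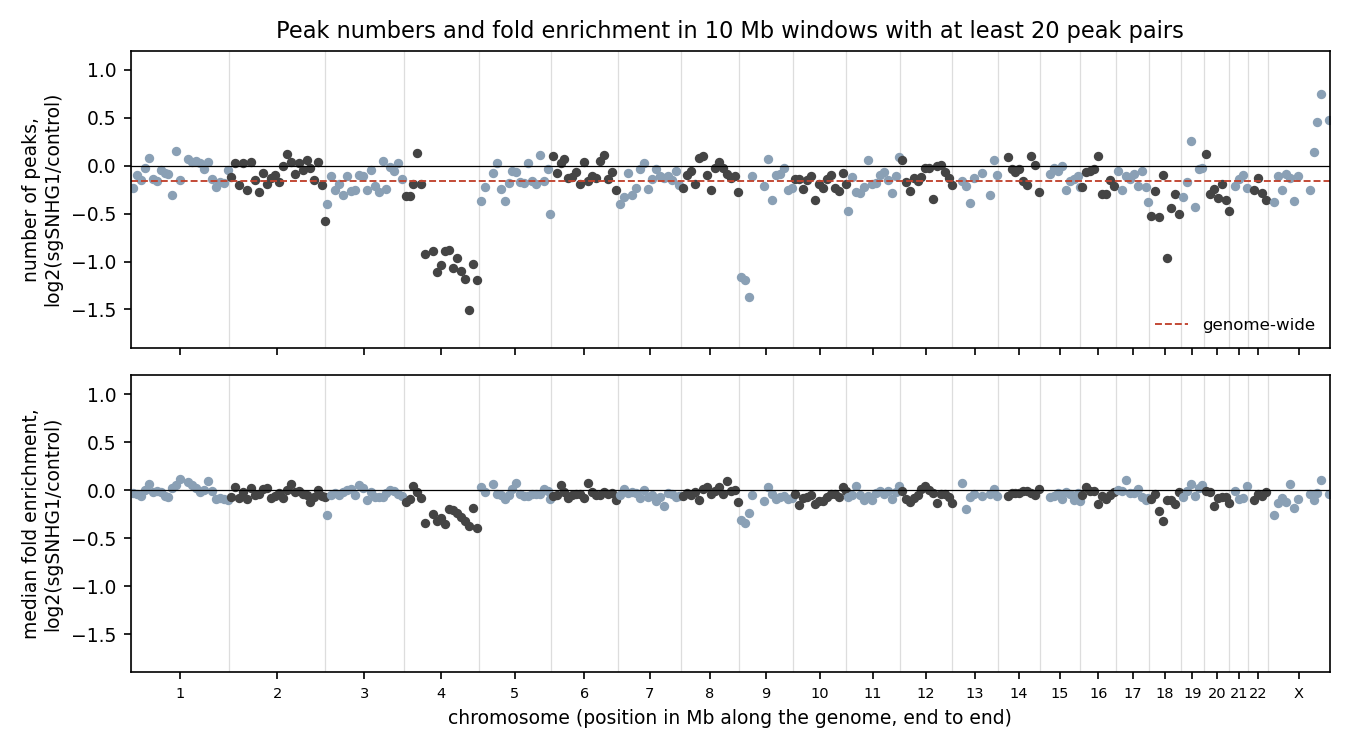
Log2 ratio (sgSNHG1 over control) of peak numbers (top) and median log2 ratio of fold enrichment over pairs (bottom) in 10 Mb windows along the chromosomes, 1 point per window with at least 20 pairs. The dashed line is the genome-wide ratio of -0.16, and the 13 low windows of chromosome 4 and 3 of chromosome 9 stand below it.

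Of the 5 control-only peaks with the highest fold enrichment, 4 were on chromosome 4. They lay at 190049433 to 190049950 (fold enrichment 19.3, intergenic, nearest TSS AGGF1P1), 73222869 to 73223364 (13.6, an exon, nearest TSS ANKRD17), 125016765 to 125017380 (12.6, intergenic, nearest TSS FAT4) and 131743398 to 131743607 (12.5, an intron, nearest TSS SNHG27). The other was intergenic on chromosome 2 at 139055049 to 139055647 (14.3). The sgSNHG1-only peak with the highest fold enrichment, 63.5 from a pileup of 2131, lay on chromosome 17 at 22521368 to 22521483, 1771 bp from the TSS of MTCYBP13, a nuclear copy of a mitochondrial gene. Another, at 53106274 to 53106380 on chromosome 17 (32.2), lay 579 bp from the TSS of MTCO1P40, also such a copy. The remaining 3 were intergenic, at 10692748 to 10692900 on chromosome 21 (33.8), 31106773 to 31106866 on chromosome 20 (16.2) and 24421397 to 24421567 on chromosome 17 (15.8).

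Among the pairs that fell most were those at the promoters of CFAP299 on chromosome 4 (log2 ratio -1.13 with a counting error of 0.37), AASDH on chromosome 4 (-1.03, error 0.37) and CXADR on chromosome 21 (-1.01, error 0.34), and 1 in an intron next to ITGB6 on chromosome 2 (-1.02, error 0.33). The pairs that rose most lay at the promoters of ZNF257 on chromosome 19 (1.16, error 0.38), ZNF727 on chromosome 7 (1.03, error 0.37) and RNA5S12 on chromosome 1 (1.02, error 0.31), near ANXA2P3 on chromosome 10 (1.04, error 0.40) and in an intron near NOCT on chromosome 4 (1.00, error 0.32). The NOCT pair had pileups of 42 in control and 38 in sgSNHG1, and a scaled pileup ratio of only 0.21. The pairs at CFAP299, AASDH and NOCT lie in the stretch of chromosome 4 where pileup and background were lower throughout in sgSNHG1. All pairs named here are extremes of 15717 pairs and were picked for their size, which their counting errors do not take into account.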

Values the study reported

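For chromatin accessibility, the study reported a Kolmogorov-Smirnov p of 8.2e-05 between SNHG1-depleted and control cells. Its figure shows this for average profiles over regions with the histone mark H3K27ac. The Kolmogorov-Smirnov distances in the Results are between fold enrichments of peaks, a different measure on different sites.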

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

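The tests of the local background and of peaks far above the calling limit were chosen after the result was seen. Boundaries and the scaled pileup by segment were also chosen after seeing the data.

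The recovered summit pileup, a coverage measure that the comparisons by peak call do not use, shifted along 3 long segments, most of 4q and the distal parts of 9p and Xq. From position 51843059 to the end of chromosome 4, 662 pairs had a median log2 ratio of scaled pileup of -0.85 (95% bootstrap interval -0.89 to -0.80), and 94.6% of them were lower in sgSNHG1. From the start of chromosome 9 to 28363239, 115 pairs had a median of -0.94 (-1.04 to -0.88). From 128335906 to the end of the X chromosome, 180 pairs had a median of 0.71 (0.65 to 0.81), with 96.1% higher. These segments lost or gained peaks in step: 1599 against 766 on chromosome 4, 316 against 132 on chromosome 9, and 207 against 326 on the X chromosome. The fall on chromosomes 4 and 9 makes up 1017 of the 4928 peaks by which the lists differ, or 20.6%.

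Several technical causes are argued against. Total depth is a single factor for all pairs, cancels between the segments and the rest of the genome, and was not tested. Pairs elsewhere with the GC content of the chromosome 4 pairs had a median of 0.0043, so that GC bias does not account for the shift. A line without MYCN amplification behind one list would lack the MYCN amplicon, but both lists held it on chromosome 2, at 15939500 to 16421408 in control and 15939491 to 16421415 in sgSNHG1, with a background 169 times the genome-wide one in control and 156 times in sgSNHG1. Another amplified line cannot be told apart by this value. A change of accessibility limited to the peaks would also lower the local background, which holds the fragments of the peaks. If called peaks kept their summit pileup over their whole width, and the background spans 10 kb as by default in MACS2, they would make up at most 74.7% of it and lower it to a median log2 ratio of -0.54. The local background of the chromosome 4 pairs had a median of -0.83, lower by a median of -0.22 (-0.25 to -0.19) over pairs. Open sites too weak to be called are not covered by this bound.

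A copy number difference between the cells behind the lists is a candidate explanation. It predicts that promoter and distal peaks shift alike. Over all chromosome 4 pairs they did not, with a promoter minus distal difference of -0.26 (-0.34 to -0.17), nor on the X chromosome, with -0.19 (-0.29 to -0.08) from 102 promoter and 78 distal pairs. On chromosome 9 the difference was -0.0071 (-0.24 to 0.18). Pairs exist only where the sgSNHG1 peak was still called, which removes weak distal peaks that fell far on chromosome 4, so this test cannot be told apart from an effect of the calling limit. Among pairs with a control pileup of at least 60, and with the difference outside the segments taken off, the difference was -0.046 (-0.17 to 0.08), from 124 promoter and 49 distal pairs. On chromosome 9 the same measure was 0.15 (0.03 to 0.42) from 22 promoter and 10 distal pairs, an interval above 0 from few pairs, and on the X chromosome there were 0 distal pairs at that pileup, so that its difference over all pairs stays unexplained. The values would follow from fewer copies of 4q and 9p and more of distal Xq in the sgSNHG1 cells than in the control cells. A ratio cannot tell which of the cells changed, and the opposite changes in control would look the same. The study describes the control as a clone too, so that selection of single cells is possible on either side. Whether such a difference arose with the guides or was present before cannot be read from lists of pooled replicates. An effect of SNHG1 depletion itself stays open and untested.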

How the results depend on the processing

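No paired analysis was possible because the replicates were combined before peak calling and the lists hold no value per replicate. Leaving out each replicate in turn was not run for the same reason. Over 46 results, 73 of 125 alternatives left the value within its error or its limit of 1.5 times and on the same side of the percentiles. The causes of the moves were not tested, except where a stricter rule by its construction keeps fewer or other peaks.

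Stricter thresholds keep fewer and wider peaks. With a -log10 q of at least 5 the median width was 394 bp in control and 296 bp in sgSNHG1. With a -log10 q of at least 10 there were 24040 and 18603 peaks, the median widths were 511 and 401 bp, and sgSNHG1 peaks covered 8.20 Mb. In each of these the sgSNHG1 value stayed below the control value.

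The share of peaks shared was 48.2% of control and 53.8% of sgSNHG1 peaks with 50% overlap, 63.0% and 70.5% with summits within 200 bp, 77.1% and 87.4% for query peaks with a -log10 q of at least 5, and 72.4% and 76.3% with equal numbers of top peaks. Outside the 3 segments it was 67.7% of control peaks. The median log2 ratio over pairs was -0.0091 for scaled pileup, -0.42 for width, -0.015 for pairs with a -log10 q of at least 10, -0.040 for summits within 200 bp and -0.041 outside the segments. All were below 0.

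Promoter shares of shared, control-only and sgSNHG1-only peaks were 35.9%, 15.2% and 11.5% within 1 kb, and 32.5%, 13.7% and 9.71% for protein-coding genes. With a -log10 q of at least 5 they were 42.8% for shared and 17.2% for sgSNHG1-only peaks. The order of the classes held in each.

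The CRC list left the central 95% of random lists only with the scaled pileup, at -0.44. The ADRN list did so only with sums over gene bodies, at -0.31. The scaled pileup reversed GATA3 to -0.44 and, in an alternative chosen after seeing the data, HPRT1 to 0.57, the latter in the segment of the X chromosome with higher pileup. Of the other single-gene alternatives, 2 moved and 18 stayed within their error. The 18 include all promoters of 1 kb, which held the same peaks as those of 3 kb and could not move. The TSS of any transcript is not part of this count for single genes. It took ACTB from -0.45 to -0.0082, outside its error range of -0.877 to -0.027.

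With list-only peaks of a -log10 q of at least 5, the difference in motif share was 4.49 percentage points for AP-1, 8.41 for any E-box, 8.07 for CATCTG and 7.12 for CAGCTG, and that of TEAD reversed to -0.136. Within 50 bp of summits it was 2.04 for AP-1, 3.37 for GATA, 8.29 for any E-box and 3.92 for CAGCTG. Among peaks farther than 3 kb from a TSS it was 3.64 for GATA.

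By chromosome, the scaled pileup gave a median of -0.54 for chromosome 4, -0.031 for chromosome 9 and, in reverse, 0.058 for the X chromosome. With a -log10 q of at least 5 the ratio of peak numbers of chromosome 9 was -0.39. Within the segments, fold enrichment gave -0.28 on chromosome 4, -0.34 on chromosome 9 and 0.028 on the X chromosome, since the local background shifts along with the pileup.

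Depth limits most single genes. The counting error of a log2 ratio was 0.40 at the median pair and 0.04 at MYCN, the deepest of the named promoters.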

Other observations

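The tests of the MYCN amplicon, of nuclear copies of mitochondrial genes and of the sequence between the guides were chosen after the result was seen.

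Peaks were fewer and narrower in sgSNHG1, and shorter fragments are one explanation. The smallest gap between peaks, which MACS2 also takes from the fragment length, had a ratio of 1.29 (control over sgSNHG1), as did the smallest width (1.29). Both follow the same fragment length, so that the gap adds no separate evidence, and an effect of shorter fragments cannot be told apart from other causes of narrower peaks. The difference in mean fragment length of 27 bp is smaller than the median narrowing of pairs (-105 bp). Lower coverage was examined by thinning control summits to the sgSNHG1 background, by a factor of 0.780. This dropped 2849 summits below the smallest sgSNHG1 -log10 p, which is 57.8% of 4928, the net difference in peaks. The 2849 are losses alone, so that this share is not a part explained. Of the control-only peaks, 2210 or 13.9% were among the 2849, and the others stayed above that limit. With depth estimated as close to equal, the lower background goes with the shorter fragments, so that the thinning is no separate test. A loss of accessibility through SNHG1 depletion was not separable from library preparation in these lists.

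HAND2 lies in the shifted segment of chromosome 4. Its scaled pileup ratio of -0.55 was less negative than that of most promoters there: 88.8% of 277 other genes of the segment were lower, with a median of -0.999. A copy number change of the segment may therefore account for the fall in HAND2 pileup without a change specific to HAND2. Without HAND2, the median log2 ratio of fold enrichment of the other CRC genes was -0.16 at percentile 30.8, so that the segment does not carry the fall in the list, but the list did not stand apart with or without it, and this decides little.

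The CRC genes stood apart in scaled pileup, though without HAND2 the median of -0.42 lay at percentile 2.51, at the edge of the central 95% of random lists. With genes of the 3 segments left out of the random lists as well, it lay at percentile 1.51. Wide promoter peaks tended to fall in that measure: the median was 0.08 for genes in the eighth of narrowest promoter peaks and -0.17 in the eighth of widest ones. Among random lists matched on peak width the CRC median of -0.44 still lay at percentile 1.21. Width alone therefore leaves the pattern in place, and a lower accessibility of the circuit is a hypothesis that 5 genes, most with counting errors above 0.3, cannot settle.

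MYCN had the smallest counting error of the named genes because of its amplification. Its promoter had a log2 ratio of scaled pileup of -0.40, while the median of 141 other pairs in the amplicon was -0.04. Only 6.38% of these pairs fell further. A shared loss of amplicon copies would move all of them, but the spread among them, from -0.65 to 0.14 for the central 95%, holds the MYCN value, and a change of MYCN apart from its neighbours cannot be told apart from that spread.

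The higher AP-1 share of sgSNHG1-only peaks was not removed by composition. Among distal peaks weighted to the same GC content the difference was 3.23 percentage points (2.56 to 3.97). If sharper summits were the cause, pairs would differ as much, but their AP-1 share was 4.91% at control summits and 5.16% at sgSNHG1 summits, a difference of 0.250 percentage points (0.081 to 0.418), well under the difference between list-only peaks. TEAD, also MES-linked, differed within counting error, and the GC weighting was run for AP-1 alone. Whether the AP-1 value reflects a move between the ADRN and MES states or another feature of the sgSNHG1 libraries stays open.

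Outside the MYCN amplicon, 12 sgSNHG1-only and 5 control-only peaks had a pileup above 100. Of the 12, 2 lay within 3 kb of the TSS of a nuclear copy of a mitochondrial gene, and 0 of the 5. Mitochondrial reads placed on nuclear copies may explain those 2, MTCYBP13 and MTCO1P40. The other 10 lay near no annotated copy, and whether unannotated copies or other misplaced reads lie behind them was not tested.

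If the sequence between the 2 guide targets had been removed from all sgSNHG1 cells, no fragments would lie on it. The sgSNHG1 summit lay 44 bp from guide 2 on the SNHG1 side, between the guides, with a pileup of 27 over a background of 3.63. Complete removal of the 4155 bp between the guides from all copies is therefore not what the list shows; small changes at either cut, or removal from some copies, would leave such a peak and were not testable here. The guide 2 target also lies in the 5′ UTR of SLC3A2, so that an effect on that gene is an open alternative to an effect of SNHG1.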
